A study of Mus musculus with 15 samples. Its data were reported in "Optimal CD8+ T cell effector function requires costimulation-induced RNA-binding proteins that reprogram the transcript isoform landscape" (2022).

How the data were processed

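CD8+ T cells of the OT-I mouse line, whose T cells share a rearranged receptor for an ovalbumin peptide, were profiled by RNA sequencing in 15 libraries. The labels put 5 libraries in each of 3 groups. Naive libraries came from OT-I mice that served as untreated controls. Ag libraries came from OT-I cells transferred into wild-type recipients that were given antigen, and Ag+Costim libraries from recipients that were also given agonist antibodies to the costimulatory receptors OX40 and CD137. The labels state that transferred cells were collected at day 4 and sorted.

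The authors aligned reads with HISAT2 to the mouse genome (mm10) and ran StringTie on annotated transcripts, and the deposited gene table and transcript table hold its estimated counts as whole numbers, not normalised. Versions, the annotation release and the read length used to turn coverage into an estimated count were not stated. The deposited FPKM table holds StringTie's FPKM values per transcript, already filtered. Per the file headers, the sequencing core's quality table gives the count of sequenced reads per library, the percent of reads aligned, a percent headed RiP that is not spelled out, the lane and an input amount with no unit. That table lists single reads of 50 bases. The authors' sample sheet gives the recorded sex.

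The gene table had 81881 entries, of which 55536 matched a gene of GENCODE M21 (GRCm38) by identifier and version, and the count of each of these genes equalled the sum of its transcripts in every library. A further 26248 entries were named by a number alone, held 0.0818% of all counts and were left out of library sizes and tests, as were 97 spike-in entries with 0 counts. The transcript table had 168207 entries, of which 141862 matched a transcript. The FPKM table had 22083 entries with 13122 gene names, of which 13110 matched a gene; 528 entries without a name were left out. Coordinates are those of GENCODE M21 on GRCm38, counted from 1. The columns of Ag 1 and Naive 5 in the FPKM table were identical, so fits on FPKM left out both. Within each group, library pairs were compared by chi-square over genes with at least 50 counts in the pair. The lowest chi-square per degree of freedom was 5.62, so no libraries were counted as 1 sample.

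Total counts per library ranged from 4865952 to 25280667, with a median of 14967616. For a share of counts in a single library, a 95% Wilson interval is given. Intervals, and the floor of 3 counts used where a group had no count, cover counting error only, because reads without molecular identifiers are not independent molecules.

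Gene counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, which left 17366 genes, library sizes were scaled by TMM, and a quasi-likelihood model with 1 coefficient per group was fitted to all 15 libraries with robust estimation. The common biological coefficient of variation was 0.431. Tests were two-sided, and genes were called at a Benjamini-Hochberg false discovery rate (FDR) under 0.05. A log2 fold change comes from this fit with its standard error (SE), and CPM values are counts scaled to a common library total. The groups, tests, named genes, gene lists and most alternatives were set before the data were examined. In each gene-level comparison, the 5 genes with the highest and the 5 with the lowest log2 fold change were named among those past the threshold that had a symbol, a mean of at least 5 CPM in the higher group and no overlap of CPM between the groups. A further 19 genes were fixed whatever their values, and the result of 1 of them is not reported here.

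The 10 gene lists (spliceosome core, splicing regulators, polyadenylation factors, canonical activation, proteasome, aminoacyl-tRNA synthetases, ribosome biogenesis, cell cycle, oxidative phosphorylation and the study's own list of RNA and protein) were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01. The p-values were adjusted over the 10 lists. The study's list was chosen partly on these libraries, and 50 of its genes are also in another list. It holds 13 spliceosome genes, 20 splicing regulators and 11 ribosome biogenesis genes. Marker lists of B cells, myeloid cells, erythroid cells and CD4+ T cells were written down beforehand and are used only in the closing observations.

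Transcript usage was tested with edgeR's diffSpliceDGE on 25569 transcripts of 7439 genes with at least 2 tested transcripts. A gene was called at a Simes-adjusted FDR under 0.05 when a transcript of it also passed an FDR of 0.05 and its mean share of the gene's counts changed by at least 0.1. The 5 called genes with the largest share change were named among genes with a mean of at least 100 counts in both groups, and 11 genes were fixed whatever their values. The study's own tools for usage were not run: the isoform package was not installed, and the splicing tool needs reads, which were not used here. Receptor chain shares were the percent of Trav counts in the Trav14 family and of Trbv counts in Trbv12-1 and Trbv12-2, compared by exact two-sided permutation tests with SciPy 1.17.1 (Python 3.11.15, pandas 2.3.3, numpy 2.4.6). Plots were drawn with matplotlib 3.10.9.

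The tests were tried on simulated data with 200 changed genes. At a true log2 change of 2, the gene test recovered 91.0% of them for Ag vs Naive (17013 genes, 1.09% of calls false), 91.5% for Ag+Costim vs Ag (17020 genes, 4.69% false) and 91.5% for Ag+Costim vs Naive (17005 genes, 4.69% false). When transcripts of a gene shared their spread, the usage test recovered 51.0% for Ag+Costim vs Ag (7155 genes, 3.77% false) and 48.5% for Ag vs Naive (7138 genes, 3.00% false). When each transcript had its own spread, as in the real data, it recovered 53.5% (7058 genes) and 45.0% (7070 genes), and 21.9% and 24.4% of its calls were false, above the nominal rate.

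Alternatives set beforehand were DESeq2 1.42.0 (the study's tool), its size factors, library totals alone, no filter on low counts, the 10 libraries of a comparison alone, lane in the model, each lane alone, the replicate number as a block, limma on log2(FPKM + 1) and log2(FPKM + 0.1) with a minimum of 1 FPKM in 4 libraries or none, other filters and thresholds for usage, voom with diffSplice, fry, an estimated correlation in camera, and leaving out each library in turn. Chosen after the data had been seen were leaving out Ag 1 and Naive 5 together, recorded sex in the model, voom with sample quality weights, leaving both identical columns out of the FPKM fits, and an exact permutation test of each list's library means of log2(CPM + 1).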

Results

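The transcriptomes of naive OT-I CD8+ T cells, of cells primed with antigen (Ag) and of cells primed with antigen and costimulation (Ag+Costim) were measured in 5 libraries each. Sequenced reads per library ranged from 24713497 to 54037294. Total counts ranged from 4865952 (Ag 3) to 18004241 (Ag 5) in Ag, from 12883084 to 16496692 in Ag+Costim and from 12112839 to 25280667 (Naive 3) in Naive. All Ag libraries and Ag+Costim 1 to 3 were on lane 2, and Ag+Costim 4 and 5 and all Naive libraries were on lane 3. No lane held both Ag and Naive libraries. Recorded sex was female for replicates 1, 2 and 5 and male for replicates 3 and 4 of each group.

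Ag+Costim libraries resembled each other closely, while Ag and Naive libraries did not. The first principal component of log2 CPM held 53.3% of the variance and the second 18.7%. On the first component, Ag+Costim libraries lay between 67.8 and 92.1 and Naive 1 to 4 between -113 and -74.3, with Naive 5 at 2.03. Ag libraries fell on both sides, with Ag 2 at 87.8, Ag 5 at 109, Ag 1 at -75.7, Ag 4 at -56.8 and Ag 3 at -69.4. Ag 3 was at -151 on the second component. Pearson correlations of log2 CPM, taken across genes, which are not independent replicates, were 0.979 to 0.985 within Ag+Costim. They fell to 0.834 between Ag 3 and Ag 5 and to 0.902 between Naive 4 and Naive 5. Ag 3 differed from the other Ag libraries in depth as well, with 16.9% of its sequenced reads counted and 44408 genes with at least 1 count.

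**Figure D1:**
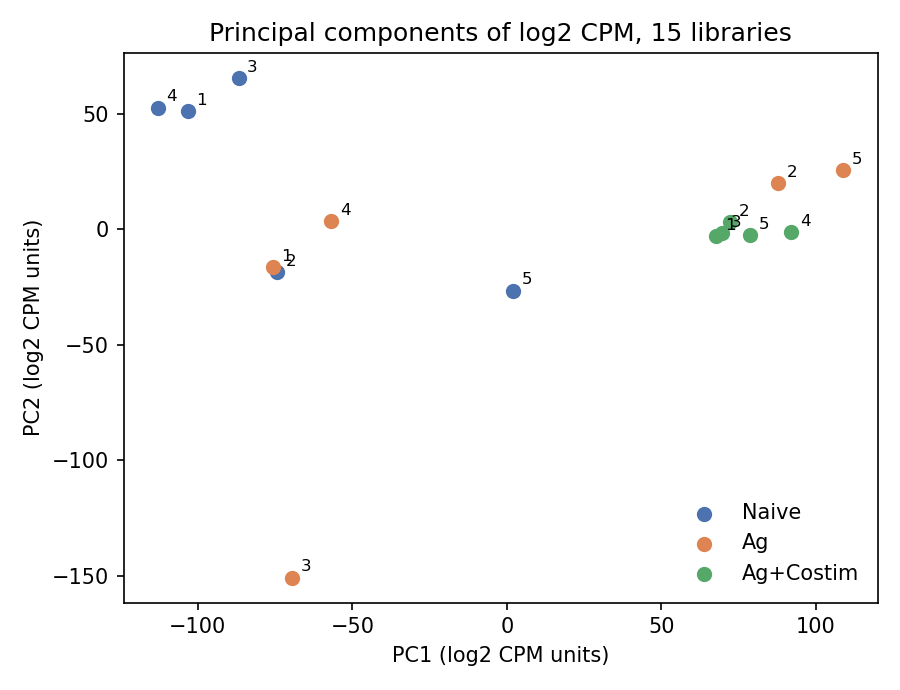
Principal components of log2 CPM for the 15 libraries, with PC1 (53.3% of variance) and PC2 (18.7%) in log2 CPM units; each point is a library, colored by group and numbered by replicate. Ag+Costim libraries lie together between 67.8 and 92.1 on PC1, whereas Ag 2 and Ag 5 lie at 87.8 and 109 and Ag 1, 3 and 4 between -75.7 and -56.8.

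The share of counts from the OT-I receptor segments was compared between groups as a check of the sort. Per the study's methods, transferred cells were sorted on both OT-I receptor chains. A high share is therefore largely set by the sort and does not by itself identify OT-I cells. Trav14 segments held 96.2% ± 1.08 (SD, n = 5) of Trav counts in Naive, 90.5% ± 13.3 in Ag and 97.7% ± 0.518 in Ag+Costim. The low mean and wide spread in Ag came from Ag 3, in which 543 of 806 Trav counts were Trav14 (67.4%, 95% Wilson interval 64.1 to 70.5). Exact two-sided permutation tests gave p = 0.508 for Ag vs Naive, 0.222 for Ag+Costim vs Ag and 0.0317 for Ag+Costim vs Naive, which were 0.508, 0.333 and 0.190 after Benjamini-Hochberg adjustment over the 6 receptor comparisons. Without Ag 3 the Ag vs Naive difference moved from -5.74 to 0.0402 percentage points. Trbv12 segments held 99.8% ± 0.105 of Trbv counts in Naive, 99.3% ± 0.674 in Ag and 99.8% ± 0.0433 in Ag+Costim (exact permutation p = 0.103, 0.159 and 0.460 in the same order, adjusted 0.310, 0.317 and 0.508).

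To find the transcripts changed after antigen without costimulation, Ag was compared with Naive. These groups also differed in lane, in transfer into recipients and, per the study's methods, in an injected control antibody. The comparison therefore cannot isolate antigen. Of 17366 genes, edgeR's quasi-likelihood test called 529 higher and 636 lower in Ag at a Benjamini-Hochberg FDR under 0.05, 1165 in all, and 4980 passed an unadjusted p under 0.05. CPM did not overlap between the groups for 630 genes (3.63%, against 0.794% by chance). With the lane as a term in the model, 0 calls were left by edgeR (1285 at an unadjusted p under 0.05); DESeq2, with no lane term, called 2622. With no lane holding both groups, that fit told lane from group only through the Ag+Costim libraries. Single libraries moved the count by more than 1.5 times: it was 255 without Naive 1, 267 without Naive 3, 273 without Naive 4, 513 without Ag 2 and 767 without Ag 5, but 1837 without Ag 1, 1983 without Ag 4 and 3871 without Naive 5.

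The largest increases were in genes of low abundance. Fcmr (chromosome 1, 130865669 to 130880791) had a log2 fold change of 8.27 (SE 1.41, edgeR FDR 0.00874), with 18.3 ± 20.5 CPM in Ag and 0.0660 ± 0.148 in Naive. The immunoglobulin light chain genes Iglc2 and Iglc1 rose by 7.63 and 6.03 on the log2 scale (FDR 0.00614 and 0.00734), and since they are close copies their separate values are uncertain. Iglv1, with 3 counts over the whole Naive group, was 158 times higher in Ag (95% interval for counting error 54.1 to 767). Nrn1 rose by 5.79 (FDR 0.0188), with 51.4 ± 61.8 CPM in Ag, and lost its call without Naive 1, 3 or 4. Fcmr ranged from 0.611 CPM in Ag 5 to 50.8 CPM in Ag 3. Fcmr is among the B-cell markers of the closing observations, where the immunoglobulin increases are weighed as B-cell RNA and not as a response to antigen. Among the decreases, 5830411N06Rik (chromosome 7, 140247284 to 140300736) changed by -5.26 (SE 0.54, FDR 0.00126) and its neighbour Cd163l1 (chromosome 7, 140218267 to 140231145) by -3.97 (SE 0.42, FDR 0.00126), from 69.4 ± 37.7 CPM in Naive to 4.28 ± 2.25 in Ag. Pdlim4, Tcrg-C1 and Ampd1 followed with -3.90, -3.57 and -3.42 (FDR 0.00914, 0.00614 and 0.0118). Of the 19 fixed genes, Il7r fell by 2.0 on the log2 scale (FDR 0.00874) and Ikzf1 by 0.73 (FDR 0.0202), while Ifng rose by 1.98 (FDR 0.0222) and Nfkb1 by 0.55 (FDR 0.0349). The last 3 lost their calls without Naive 1, 3 or 4, and Ikzf1 and Nfkb1 also without Ag 2.

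To ask what costimulation adds to antigen, Ag+Costim was compared with Ag. The edgeR test called 5 genes higher and 1 lower in Ag+Costim, while 4647 genes passed an unadjusted p under 0.05. CPM did not overlap between the groups for 1223 genes (7.04%, against 0.794% by chance). DESeq2 called 815 genes higher and 4767 lower, including all 6 of the edgeR calls, and voom with sample quality weights, chosen after the data were seen and the alternative with the highest count, called 11205. Within lane 2, which held 5 Ag and 3 Ag+Costim libraries, edgeR called 0 genes (1185 at an unadjusted p under 0.05). Leaving out Ag 5 raised the edgeR count to 3573, leaving out Ag 2 to 2679 and leaving out Ag 3 to 115. It was 0 without Ag 1 (3339 at an unadjusted p under 0.05), 1 without Ag 4, 2 without Ag+Costim 1, and 0 without any other Ag+Costim library (3731 to 4418 at an unadjusted p under 0.05).

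The 6 called genes had modest increases apart from Pde2a. Cdv3 (chromosome 9, 103353094 to 103365840) rose by 1.11 (SE 0.14, edgeR FDR 0.0150), with 116 ± 11.7 CPM in Ag+Costim and 56.1 ± 10.9 in Ag. Szrd1 rose by 0.78 (FDR 0.0225) and Nop58 by 1.14 (FDR 0.0481). Npm3 (chromosome 19, 45747734 to 45749591) rose by 1.74 (FDR 0.0406), from 13.9 ± 4.17 to 45.5 ± 5.59 CPM. Its processed copy Npm3-ps1 rose by 1.76 (FDR 0.0481), and reads shared between the 2 genes leave their separate values uncertain. Pde2a changed by -7.84 (SE 1.23, FDR 0.0481), with 0.253 ± 0.214 CPM in Ag+Costim and 64.2 ± 74.2 in Ag, where it ranged from 0.843 CPM in Ag 2 to 154 in Ag 1.

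In edgeR, 0 of the 19 fixed genes passed the threshold in this comparison (4 at an unadjusted p under 0.05), and in DESeq2 3 did, Tardbp and Ikzf1 among them. Tardbp (chromosome 4, 148612382 to 148627019) was at 152 ± 12.6 CPM in Ag+Costim and 124 ± 17.4 in Ag, a log2 fold change of 0.35 (SE 0.13, edgeR FDR 0.122). Its DESeq2 FDR was 0.0419, and over 24 alternatives its log2 fold change ranged from 0.27 to 0.61 and its FDR from 0.000235 to 0.634. Ikzf1 rose by 0.52 (FDR 0.0850), Il7r changed by -0.83 (FDR 0.133) and Mki67 by 0.99 (FDR 0.368).

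Genes of RNA processing and of the NFAT, AP-1, NF-kB and IL-2 pathways, both discussed in the study, were compared as lists. In Ag+Costim vs Ag, the median log2 fold change was 0.30 for the spliceosome core (94 of 101 genes higher; camera FDR 4.22e-16), 0.35 for splicing regulators (60 of 75; FDR 2.33e-12) and 0.25 for polyadenylation factors (20 of 24; FDR 6.85e-06), against -0.10 for all genes. Over all genes tested, 0 members of these 3 lists passed the edgeR threshold, while 37, 35 and 10 passed an unadjusted p under 0.05. Adjusted over the list alone, 19 spliceosome genes were higher and 1 lower, 16 splicing regulators were higher and 7 polyadenylation factors were higher. The canonical activation list had a median of -0.07 and a mean of -0.30 (4 of 17 genes higher; camera FDR 0.621). Other programmes moved as much or more, with 0.51 for ribosome biogenesis (46 of 46; 26 higher adjusted over the list alone and 2 over all genes), 0.54 for aminoacyl-tRNA synthetases, 0.82 for cell cycle and 0.31 for the proteasome. Oxidative phosphorylation had a median of 0.05, which changed sign without Ag 1 (-0.06). The study's list had a median of 0.59, with all of its genes higher adjusted over the list alone and 3 over all genes; since it was partly chosen on these libraries, this is not independent evidence.

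Camera called 9 of the 10 lists. Under fry, 6 of these held (spliceosome FDR 0.0139, splicing regulators 0.000640, polyadenylation factors 0.000140, aminoacyl-tRNA synthetases 0.0168, ribosome biogenesis 0.00652 and the study's list 0.00352). With an estimated correlation 2 held, and the spliceosome core was at FDR 0.134. Per library, the mean log2(CPM + 1) of the spliceosome core was 7.03 ± 0.056 (SD, n = 5) in Ag+Costim and 6.71 ± 0.22 in Ag, and that of splicing regulators was 7.10 ± 0.031 and 6.82 ± 0.11. For 7 of the 10 lists, these 2 included, the groups did not overlap, with an exact permutation p of 0.00794, the smallest that 5 against 5 can give (0.0113 after Benjamini-Hochberg adjustment). In the spliceosome core, Ag 2 and Ag 5 (6.95 and 6.92) lay just below the lowest Ag+Costim library (6.98). Ag 1, 3 and 4 were at 6.51, 6.71 and 6.47, so the difference came mostly from them. That was not so for splicing regulators, where Ag 5 was the lowest Ag library (6.67) and Ag 2 the highest (6.97). The canonical activation list gave an exact permutation p of 0.357. Within lane 2 alone camera also called 9 lists.

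**Figure D2:**
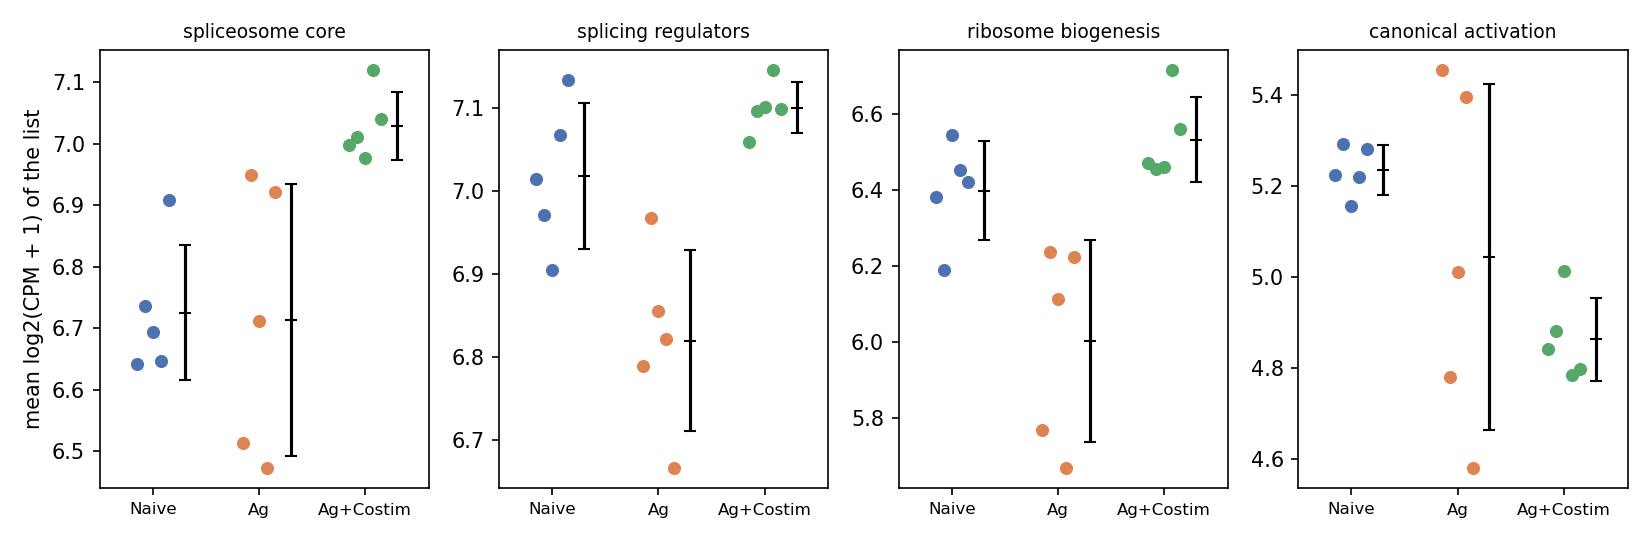
Mean log2(CPM + 1) over the genes of a list in each library, for the spliceosome core, splicing regulators, ribosome biogenesis and canonical activation lists; points are libraries, and bars give the group mean ± SD (n = 5). All Ag+Costim libraries lie above all Ag libraries in the first 3 panels and not in the canonical activation panel, and the vertical axes differ between panels and do not start at 0.

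In Ag vs Naive, camera called 4 lists, with medians of 0.55 for the proteasome, -0.23 for ribosome biogenesis, 1.18 for cell cycle and 0.62 for oxidative phosphorylation, against 0.08 for all genes. Under fry 0 of the 10 passed (2 at an unadjusted p under 0.05), with an estimated correlation in camera 0 passed (0 unadjusted), and in the exact permutation test of library means 0 passed (3 unadjusted). In the spliceosome core, the median was 0.11, whereas the difference of library means was -0.01. Library means of splicing regulators and polyadenylation factors both differed by -0.20 (exact permutation p = 0.0159 and 0.00794, both 0.0794 adjusted). In Ag+Costim vs Naive these means differed by 0.08 and 0.02 (exact permutation p = 0.0952 and 0.508). The spliceosome core differed by 0.30 (exact permutation p = 0.00794). Polyadenylation factors were thus higher in Ag+Costim than in Ag without a clear rise above Naive. For splicing regulators a rise above Naive stays open, because the overlap rested mainly on Naive 5 (7.13). Naive 1 to 4 lay between 6.90 and 7.07, and Ag+Costim libraries between 7.06 and 7.15. The test of library means was not repeated without Naive 5.

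Changes in the share of a gene's counts held by each transcript were then compared. In Ag+Costim vs Ag, edgeR's diffSpliceDGE called 67 of 7439 genes (627 at an unadjusted p under 0.05), and in Ag vs Naive it called 38 (419 unadjusted). The counts were 214 and 232 without the filter, and 10 and 4 with the 10 libraries of the comparison alone. The tests of limma's diffSplice called 40 and 139 genes, of which 5 and 4 were among the edgeR calls. Leaving out Ag 5 gave 121 genes in Ag+Costim vs Ag. Ag vs Naive counts were 62 without Ag 2, 58 without Ag 3, 75 without Ag 1, 83 without Ag 4, 78 without Ag 5 and 81 without Naive 5.

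The largest share changes rested on transcripts that were estimated at 0 in whole libraries. Kif21b-201 (chromosome 1, 136131389 to 136177998) held 0.776 ± 0.434 of the gene's counts in Ag+Costim, 0 in every Ag library and 0.754 ± 0.422 in Naive (gene FDR 0.00837 in Ag+Costim vs Ag, and 0.00715 in Ag vs Naive). Orai2-202 held 0 in Ag+Costim and 0.492 ± 0.463 in Ag (FDR 3.29e-05), and Pou2f1-205 held 0 and 0.466 ± 0.276 (FDR 0.0252). Dennd1b-208, annotated as subject to nonsense-mediated decay, changed by -0.464 (FDR 0.0429), and a Syce2 transcript held 0.434 ± 0.0795 in Ag+Costim and 0 in Ag (FDR 0.00677). In Ag vs Naive, Ube2k-210, Tle4-202 and Ep400-203 rose by 0.575, 0.545 and 0.499, and Scml4-202 changed by -0.439. Of the 11 fixed genes, edgeR and limma's diffSplice called 0 in either comparison. The largest change among them in Ag+Costim vs Ag was -0.520 for a Dlg1 transcript (FDR 0.523), and Tardbp-202 changed by -0.113 (FDR 1).

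**Figure D3:**
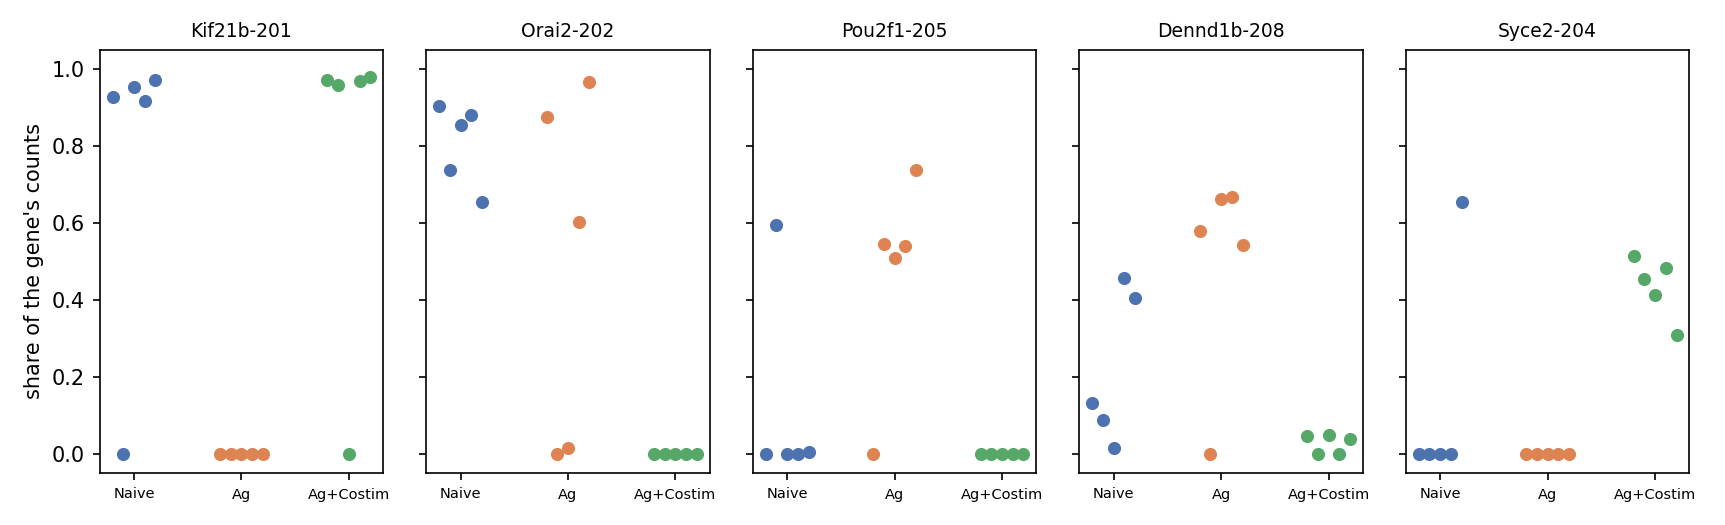
Share of the gene's counts (0 to 1) held by Kif21b-201, Orai2-202, Pou2f1-205, Dennd1b-208 and a Syce2 transcript in each library, grouped as Naive, Ag and Ag+Costim; each point is a library. Kif21b-201 is at 0 in all 5 Ag libraries and in 1 library of each other group, and the Syce2 transcript is at 0 in all Ag libraries.

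Ag+Costim vs Naive showed the combined effect of transfer, antigen and costimulation. The edgeR test called 3648 genes higher and 4107 lower, and CPM did not overlap for 7917 genes (45.6%, against 0.794% by chance). The median log2 fold change of all genes was -0.08 with TMM and -0.23 with library totals alone, under which the percent of calls that were higher went from 47.0 to 37.2. Within lane 3 alone edgeR called 6343 genes, and with lane in the model 943. The count was 3892 without Naive 4, 3935 without Naive 1 and 5043 without Naive 3. Igha had no count in any Naive library and 5.03 ± 3.17 CPM in Ag+Costim, at least 135-fold higher against a floor of 3 counts over the Naive group. Jchain, Igkc, Hist1h1b and Tlcd2 rose by 5.19, 3.93, 2.53 and 2.52 on the log2 scale (edgeR FDR 0.00666, 0.00768, 0.0249 and 0.00306), and Hist1h1b lost its call without Naive 1, 3 or 4. Among the decreases, Pde2a, Ccr9, Gm43698 and BC106179 changed by -9.34, -7.40, -7.13 and -6.83 (FDR 0.00115, 0.00152, 0.00100 and 0.00297). Kcnh3, with 2 counts over the Ag+Costim group, was 202 times higher in Naive (95% interval for counting error 55.9 to 1667).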

Values the study reported

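From the same groups of cells, the study reported 1464 isoform differences, located in 950 genes, when Ag+Costim was set against Ag with the splicing tool Whippet. It also listed 118 genes raised in RNA and in protein by costimulation.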

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

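The tests of sex-linked transcripts, of a label swap, of a mixture, of library size and of the identical FPKM columns were chosen only after the results were seen; the test of counts in unexpressed sequence was written down before. Across 111 groups of 5 libraries, 8 held a library whose gap to its nearest neighbour exceeded 0.71 of the group's range. Chance gives about 1 in 20, or 5.55 groups, so most of these could be chance; Ag 3 accounted for 2 of them. The Ag 3 results, the Il7r value and the FPKM columns are weighed with tests, such as the 1.52% of Ag 3 counts in genes without Ag+Costim counts, and the others are given as values.

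Ag 3 stood apart in 2 measures. Gm10800, Gm10801 and Gm21738 took 4.74% of its counts, against 0.000828% to 0.0909% in the other Ag libraries, and Trav14 segments took 67.4% of its Trav counts, against 91.7% to 99.3%. Only 16.9% of its sequenced reads were counted, the lowest of all libraries, although its input amount (9.4) was near the 10 recorded for most. Genes without a single Ag+Costim count held 1.52% of its counts and at most 0.236% in any other library, which is consistent with reads spread over unexpressed sequence, such as genomic DNA. Recorded as male, Ag 3 had 70.3 CPM of Xist, where other male libraries had at most 3.12, and 65.6 CPM over 4 Y-linked genes, where female libraries had at most 24.2. A candidate explanation is therefore material of both sexes. Whether the recorded sex is that of the donor or of the recipient is not stated, so which of them would have brought the second sex stays open. The Y-linked signal was not limited to Ag 3: Ag 2, Ag 5, Naive 2 and Naive 5, recorded as female, had 12.8, 24.2, 10.6 and 6.72 CPM. Trbv12 segments held 98.2% of Trbv counts in Ag 3, so its low Trav14 share has no counterpart of like size in the other chain; Trav counts were 806 in this library. No biological explanation was tested.

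Naive 5 had 235 CPM of Il7r, against 644 to 783 in the other Naive libraries, and lay between these and Ag+Costim on the first principal component. Its total of 15185851 counts lay within the range of the Ag+Costim libraries and of the other Naive libraries, which argues against library size as the cause. To place it, each gene that differs between Naive and Ag+Costim was scaled from 0 (Naive) to 1 (Ag+Costim), leaving the library itself out of the end points. This test was built under 2 rules in turn, the second after the first had failed. The first rule, which asked for groups that do not overlap by 2-fold, left at most 3 rising genes for nearly every library; the second used group medians and kept at least 785 rising genes. Naive 5 had a median position of 0.761 over falling and 0.687 over rising genes under the second rule. A swap with Ag 1 needs Ag 1 within the range of the Naive libraries. Over falling genes Ag 1 was at 0.293 under the second rule, inside the range of the other Naive libraries (-0.391 to 0.336), and at 0.400 under the first, outside its range (-0.392 to 0.201). The rules gave opposite outcomes, so a swap cannot be told apart from a naive library that differs. A mixture of naive and activated material would give 1 position for rising and falling genes; they differed by 0.0742, against at most 0.0611 in Ag+Costim libraries, with overlapping quartiles, and the first rule gave 0.104 with up to 0.903 in Ag+Costim. A mixture thus stays open as well, as does a biological difference between mice, which was not tested.

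In the FPKM table, which enters the comparisons only as an alternative, the columns of Ag 1 and Naive 5 held the same value in all 22083 entries. Across genes, which are not independent replicates, the log2 ratio of the shared column to the Naive 5 counts had an SD of 0.203, whereas its ratio to the Ag 1 counts had an SD of 0.716; the other 13 columns reached at most 0.211 against their own counts. This suggests that the values of Naive 5 were entered under both names. The count tables hold different values for these libraries, so the count results do not rest on that column.

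The other values were isolated. Naive 3 had 25280667 total counts, against 12112839 to 15185851 in the other Naive libraries, and 54037294 sequenced reads, the highest of all libraries, and 46.8% of them were counted. Ag+Costim 1 had 25410 genes with at least 1 count, against 23891 to 24207, with a total within its group's range. Tardbp was at 154 CPM in Ag 2, against 111 to 121 in the other Ag libraries. Ikzf1 was at 203 CPM in Naive 2, against 308 to 351. Mki67 was at 379 CPM in Ag+Costim 3, against 430 to 434. Recorded input was 1.4 for Ag 2, 7 for Naive 2 and 10 for Ag+Costim 3, and no test was made of it for these genes. No biological explanation was tested.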

How the results depend on the processing

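Fits without Ag 1 and Naive 5 together, fits with recorded sex, voom with sample quality weights, the exact permutation test of list means, and the splits of samples under DESeq2 were chosen only after the results were seen. Over 116 results, 2522 values were computed under an alternative. Of 1915 values for named genes, 1598 kept their direction and side of the threshold, 199 lost the threshold, 74 gained it and 44 changed sign. Of the list medians, 340 were the same, 21 lost and 12 gained the threshold and 17 changed sign. Where a value moved, the cause was not tested unless stated.

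The number of genes called depended strongly on the fit. Ag vs Naive (1165) gave 2622 with DESeq2, 208 without a filter, 6 with the 10 samples alone, 0 with lane (edgeR, 1285 at an unadjusted p under 0.05), 5436 without Ag 1 and Naive 5, 4039 with voom weights, and 4786, 4617 and 4784 on log2(FPKM + 1), log2(FPKM + 0.1) and unfiltered FPKM. Leaving out 1 library gave 255 (Naive 1) to 3871 (Naive 5). Ag+Costim vs Ag (6) gave 5582 with DESeq2, 3 without a filter, 2 with sex, 11205 with voom weights and 17, 16 and 17 on FPKM in the same order. In edgeR it gave 0 with the 10 samples alone (3317 unadjusted), 0 with lane (2334), 0 in lane 2 alone (1185) and 0 without Ag 1 and Naive 5 (3551); leaving out 1 library gave 0 (Ag 1, among others) to 3573 (Ag 5). The voom weights were lowest for Ag 5 (0.0793), Ag 2 (0.122), Naive 5 (0.196) and Ag 3 (0.362). Ag+Costim vs Naive (7755) gave 4158 without a filter, 943 with lane, 13527 with voom weights, and 3892 (Naive 4) to 9164 (Naive 5) when 1 library was left out.

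Same-numbered samples deviated together in some pairs and not in others: correlations across genes of deviations from group means were 0.42, -0.12, -0.32, 0.47 and 0.41 between Ag and Naive, -0.25 to 0.17 between Ag and Ag+Costim and -0.16 to 0.12 between Ag+Costim and Naive. The number also carries recorded sex in every group. With the replicate number as a block, edgeR called 1660 genes in Ag vs Naive, 7833 in Ag+Costim vs Naive and 0 genes in Ag+Costim vs Ag (4131 at an unadjusted p under 0.05; DESeq2, unblocked, 5582), and transcript usage was called in 22 genes in Ag+Costim vs Ag and 19 in Ag vs Naive. Jun in Ag+Costim vs Ag went to 0.18 and Il2 to 0.0058 with the block.

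Other splits of the same samples were drawn. For Ag+Costim vs Ag, 1 of 100 splits (the real one) gave as many genes, as did 1 of 100 for Ag+Costim vs Naive. For Ag vs Naive 6 of 100 did; the highest, 6729 genes, set Ag 1 and 4 with Naive 1, 3 and 4 against the rest. That split put both lanes and both sexes on either side. DESeq2 in Ag+Costim vs Ag was matched by 3 of 40 splits, up to 7043 genes. Usage was matched by 3 of 100 splits in Ag+Costim vs Ag (median of others 35, highest 71) and by 7 of 100 in Ag vs Naive (median 20, highest 55). The gene and usage counts of Ag vs Naive and the DESeq2 count are thus within what regrouping of these samples gives.

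Of the gene list calls in Ag vs Naive, 0 held under fry (2 unadjusted), 0 under an estimated correlation (0 unadjusted) and 0 in the permutation test (3 unadjusted), against 4 by camera. In Ag+Costim vs Ag 2 of 9 held under an estimated correlation, where the spliceosome core kept its median of 0.30 at FDR 0.134. Some medians changed sign. Splicing regulators in Ag vs Naive (-0.08) went to 0.00041 with lane, 0.086 without Ag 1 and Naive 5, and -0.19 (Ag 2) to 0.078 (Naive 5) when 1 library was left out. Polyadenylation factors in Ag vs Naive (-0.09) went to 0.052 with lane. The study's list in Ag vs Naive (0.02) went to -0.034 with DESeq2, -0.015 with its size factors, -0.077 with library totals, and -0.076 (Ag 2) to 0.16 (Naive 5). In Ag+Costim vs Ag, canonical activation ranged from -0.15 (Ag 5) to 0.030 (Ag+Costim 4) and oxidative phosphorylation from -0.060 (Ag 1) to 0.29 (Ag 5) when 1 library was left out.

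Usage in Ag+Costim vs Ag (67) gave 40 with diffSplice, 214 without a filter, 26 with lane, 10 with the 10 samples alone, 21 in lane 2 alone and 55 (Ag+Costim 3) to 121 (Ag 5) when 1 library was left out. Usage in Ag vs Naive (38) gave 139, 232, 18 and 4 in the first 4 of these settings, 97 without Ag 1 and Naive 5, and 44 (Naive 1) to 83 (Ag 4).

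Receptor shares moved with single libraries. Trav14 in Ag vs Naive ranged from -7.93 (without Ag 5) to 0.0402 percentage points (without Ag 3, the reversal); in Ag+Costim vs Naive from 1.19 (without Naive 2, exact p 0.0635) to 1.89 (without Naive 3). Trbv12 in Ag vs Naive ranged from -0.681 (without Ag 5, exact p 0.0476) to -0.265 (without Ag 3).

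Some log2 fold changes of named genes changed sign. In Ag vs Naive, Cd163l1 was at 0.10 on unfiltered FPKM, Tardbp at 0.075, 0.077 and 0.075 on the 3 FPKM fits, Tnfrsf4 at -0.49 on unfiltered FPKM, Gzmb at -0.99 with voom weights and Jun at 0.020 without Ag 1 and Naive 5. That of Stat4, Ag vs Naive, was -0.0090, -0.0091 and -0.0090 on the FPKM fits. In Ag+Costim vs Ag, Tnfrsf4 was at -0.21 on unfiltered FPKM. Without a filter Nfkb1 was at 0.17, Nfatc1 at 0.20, Jun at 0.30, Il2 at 0.16 and Cd44 at 0.016. Without Ag 1 and Naive 5 Nfkb1 was at 0.045 and Nfatc1 at 0.12. On the 3 FPKM fits Nfkb1 was at 0.68, 1.45 and 0.68 and Nfatc1 at 0.11, 0.11 and 0.11. Il2 was at 0.0030 with lane, 0.018 in lane 2 alone and 0.049 with voom weights, and Jun at 1.16 with voom weights (FDR 0.0361). When 1 library was left out, Nfkb1 ranged from -0.13 (Ag+Costim 3) to 0.030 (Ag 2), Nfatc1 from -0.15 (Ag 5) to 0.19 (Ag 4), Jun from -0.28 (Ag 1) to 0.50 (Ag 2), Il2 from -0.14 (Ag 3) to 0.058 (Ag 5) and Cd44 from -0.31 (Ag 5) to 0.025 (Ag 2). In Ag+Costim vs Naive, Tnfrsf4 was at -0.70 on unfiltered FPKM and Tardbp at -0.078 with library totals.

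Depth limited Ag 3 most, with 4865952 counts and 806 Trav counts. At the real depths the gene test recovered 91.5% of simulated log2 changes of 2 in Ag+Costim vs Ag (17020 genes). Smaller changes, and libraries that fall into subgroups, were not simulated. The simulation therefore cannot tell whether the number of libraries limited the count in that comparison.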

Other observations

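In this part, the tests of the Ag 1 and Ag 4 pattern, of B-cell markers and of other lineages without Ag 3 were chosen only after the results were seen; the tests of genes outside the edgeR filter and of other lineages in all Ag libraries were written down before.

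Ag libraries did not form a group. Ag 1 and Ag 4 correlated at 0.979 across genes and lay near Naive libraries on the first principal component, while Ag 2 lay within the range of the Ag+Costim libraries and Ag 5 above it. Ag 1 is recorded female and Ag 4 male, with 347 and 2.07 CPM of Xist, so their correlation of 0.979 argues against sex as the cause. Ag 2 and Ag 5 had the lowest recorded inputs (1.4 and 1.8). Ag+Costim libraries, all with an input of 10, correlated at 0.963 or more with Ag 2 and Ag 5 and at 0.922 or less with Ag 1 and Ag 4. They were treated differently, so input stays open: within Ag it cannot be told apart from the pattern, since Ag 1 and Ag 4 both had an input of 10. T cells with other receptors stay open as well. Trbv12 shares were 99.1% and 99.4% in Ag 1 and Ag 4 against 99.8% and 99.9% in Ag 2 and Ag 5, and Trav14 shares were 91.7% and 95.2% against 98.9% and 99.3%. Both chains were lower, by different amounts. For dilution by other lineages, Cd8a was at least 891 CPM in Ag 1 and Ag 4, above the 543 and 579 CPM of Ag 2 and Ag 5. Cd8a was also lower in Ag+Costim than in Naive, with a log2 fold change of -0.91 to -0.38 over 24 alternatives. A high level in libraries near Naive therefore cannot exclude dilution. The B-cell markers given below were higher in Ag 1 and Ag 4 than in Ag 2 and Ag 5, so dilution stays open. Naive libraries under an Ag label stay open: over genes that fall from Naive to Ag+Costim, the lower position of these libraries was 0.293 (Ag 4 was at 0.308), within the range of Naive libraries under the second rule described above, but 0.400 and 0.456, outside it, under the first. Variable priming between recipients, a biological difference, could also give this pattern and was not tested.

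Immunoglobulin genes were among the largest increases from Naive to Ag. All 13 of 13 B-cell markers had a higher mean in Ag than in Naive, with a median log2 ratio of 2.70, and 11 of 13 did without Ag 3 (1.97). Per library, the mean log2(CPM + 1) of the list was 5.55, 6.79 and 5.94 in Ag 1, 3 and 4, but 2.78 in Ag 2 and 3.22 in Ag 5, within the Naive range of 2.69 to 3.45, and the groups overlapped (exact permutation p = 0.103). This is consistent with B-cell RNA in Ag 1, 3 and 4 and not in Ag 2 and 5. The most abundant marker, Ighm, was at 838 CPM in Ag and 833 in Naive, and 6 of the 13 markers had at least 5 CPM in Naive. Per the study's methods the OT-I donors lacked a Rag gene and the recipients were wild type, so B cells are foreseen in recipients and not in donors, although Naive libraries carried Ighm at the level given. That biological difference between groups accompanies every comparison with Naive and was not tested. Erythroid markers were higher in 7 of 7 (median log2 ratio 1.59), CD4+ T cell markers in 3 of 4 (1.39) and myeloid markers in 9 of 14 (0.50), with quartiles that overlap those of the B-cell markers. The erythroid rise rests on Ag 3: without it 0 of 7 markers were higher, and the median log2 ratio was -0.58, below the lower quartile of the B-cell markers (0.74). Without Ag 3, CD4+ T cell markers were still higher in 3 of 4 (median log2 ratio 1.06, within the B-cell quartiles of 0.74 to 3.98). Myeloid markers were higher in 9 of 14 (0.29, upper quartile 1.40). The values thus argue against an increase of erythroid RNA in the Ag libraries other than Ag 3. For CD4+ T cell and myeloid markers, and for Ag 3, an increase of other lineages stays open. Of these lists, 4, 1 and 8 markers had at least 5 CPM in Naive, and no marker is in another list.

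S100a8 was at 429 CPM in Naive 5 and at most 40.2 CPM in any other library. DESeq2 called 4767 genes lower in Ag+Costim than in Ag, and 59.1% of these were outside the edgeR filter on low counts. Without that filter, edgeR called 0 genes lower and 3 higher (15355 at an unadjusted p under 0.05 in either direction), which argues against the filter on low counts as the cause of the difference between the tools.

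Transcript usage here was called in 67 genes between Ag+Costim and Ag. That is lower than the number of genes quoted from the study above, but the counts are not directly comparable. The study's count also covered changes in polyadenylation sites and transcription start sites, not transcript shares. Per its methods, deep sequencing used paired reads, whereas single reads are listed for these libraries. Its cut-off was smaller and applied to percent spliced in. The lower count here therefore says nothing for or against the study's count.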
